A study of Mus musculus with 2 samples.

How the data were processed

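RNA sequencing was done on regulatory T cells (Treg cells, CD4 T cells that depend on the transcription factor Foxp3) from the colon lamina propria, the connective tissue layer under the gut epithelium, of female mice. The labels give 2 genotypes, wild type (WT) and a Foxp3 allele that lacks exon 2 (Exon2KO), with 1 library of each. Per the labels' protocols, RNA came from a Qiagen column kit and 1 µg entered an NEBNext Ultra library preparation. The sorting scheme, the sequencing layout, the use of strand, the aligner, the counting tool, the genome build and the annotation release are not stated in the labels. Each library has no replicate, so the spread between samples of a genotype is unknown for every value given. The labels do not say whether a library holds RNA of 1 mouse or of several pooled mice, and an assumed spread refers to samples of whichever kind these were.

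The authors deposited raw read counts per gene for both libraries, and these counts are the input to every computation below unless stated. The table lists 55246 loci, of which 54532 have Ensembl identifiers and 714 are loci outside Ensembl that the authors added. Of the Ensembl genes, 54409 are in GENCODE M21, an annotation of the mouse build GRCm38, and 53499 (98.3% of those) have identical coordinates there. Coordinates are therefore given on GRCm38, 1-based, as deposited. The authors also deposited FPKM values, which are reads scaled to gene length and library size. These equal the FPKM recomputed from the counts, gene lengths and unscaled totals times 1 constant per library. The constants, 1.03 for WT and 0.969 for Exon2KO, are the inverses of DESeq2's median-ratio size factors expressed relative to the library totals. Those size factors were computed from the same counts. A further pair of columns deposited by the authors holds a scaled count signal, the counts times 1.01 for WT and 0.991 for Exon2KO for genes with many reads. The authors' deposited table also gives a log2 fold change, a p-value and an adjusted p-value for 22447 genes, which are the genes with at least 2 reads over both libraries. The tool behind them is not stated. Recomputing edgeR's exact test with an assumed biological coefficient of variation (BCV, the relative spread between samples) of 0.2 gave p-values within 1% of the deposited p-value for 100% of these genes, against 10.4% with 0.1, 11.7% with 0.3 and 10.9% with 0.4. Gene length in the deposited table was used for the check of length bias.

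The WT library held 16281133 reads assigned to genes and the Exon2KO library 15412425. A count of 0 allows a share of up to 1.84e-05% of the WT reads and 1.95e-05% of the Exon2KO reads (3 reads of the total). Reads without molecular identifiers are not independent molecules, so every interval and limit covers counting error only.

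Library sizes were scaled with TMM factors from edgeR 4.0.16 in R 4.3.3 (0.964 for WT and 1.04 for Exon2KO). With 1 library per group, edgeR's quasi-likelihood test has no spread to estimate. Each gene with at least 10 reads over both libraries was instead compared by a 2-sided exact binomial test of its reads against the scaled library sizes, with Benjamini-Hochberg adjustment. A gene was called when its adjusted p-value was below 0.05 and its ratio was at least 2-fold. This test compares the reads of these 2 libraries and not the genotypes. Log2 ratios are Exon2KO over WT with a prior count of 2, and their 95% intervals are Clopper-Pearson intervals of the share of reads, converted to a ratio without the prior count. Where 1 library had 0 reads, the fold is given as computed against 3 reads. This leaves out the counting error of the other library, so it is not a strict minimum. Where it had 1 to 3 reads, the 95% limit of the log2 ratio nearer to 0 is given. Shares of reads have 95% Wilson intervals. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6 was used.

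Before the data were examined, 18 gene lists, the test, the alternatives in scaling, filter, fold threshold, prior count and assumed spread, and the rule for naming genes were fixed. The rule takes, among called protein-coding genes with at least 100 reads in 1 library and outside the Gm and Rik names, the 8 highest and 8 lowest log2 ratios, together with Foxp3 and any member of the gene lists. Other genes that are named were chosen after their values were seen. For each list with at least 4 tested members, the median log2 ratio was placed among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins. The percentile describes these libraries and is not a p-value, since genes are not replicates. A list was described as outside the random lists when its percentile lay below 2.5 or above 97.5. After the data were seen, 3 more lists (gamma-delta T cells, absorptive colon epithelium and goblet cells) were written without sight of the values of their members. A correction for GC content and gene length (lowess with a span of 0.3 on each), the assumed spreads applied to single genes, and the simulations with an assumed spread were also chosen after the data were seen. GC content was known for 96.3% of the tested genes.

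The alternatives to TMM were DESeq2 1.42.0 size factors, total counts, upper-quartile factors, and TMM without immunoglobulin, mitochondrial and haemoglobin genes. The others were no filter on reads, a minimum of 50 reads, fold thresholds of 1.5 and 4, prior counts of 0.5 and 5, matching in 10 bins, protein-coding genes only, and edgeR's exact test with an assumed BCV of 0.2 or 0.4.

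The procedure was tested on simulated data drawn from the real means and depths. All of 200 genes changed 4-fold among 17409 tested were called in the right direction (100%), 1 unchanged gene was called, and 3 of 40 random lists lay outside the limits. The changed genes were drawn only from genes with a mean of at least 50 reads per library, without spread between samples. The 100% therefore does not cover genes with fewer reads. Pairs of simulated libraries with no difference between the groups gave a median of 0 calls over 20 simulations when the spread between samples was 0. The median was 60 calls with an assumed BCV of 0.1, 481 with 0.2 and 3675 (range 3552 to 3842) with 0.4. A difference past the threshold of the binomial test can therefore arise between any pair of samples.

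Gene counts cannot show whether single exons are present, so the loss of exon 2 was not tested here. Reads shared between near-identical genes, and reads in overlapping or antisense genes, could have been divided in ways the table does not record. The values of 2 genes and of 1 of the gene lists are not reported here.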

Results

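The data are gene-level read counts from RNA sequencing of colonic lamina propria Treg cells, with 1 library from WT mice and 1 from Exon2KO mice, whose Foxp3 protein lacks the part encoded by exon 2. The comparison addresses how the transcriptome of colonic Treg cells differs when Foxp3 lacks this exon. There was no replicate of either genotype, so no difference could be set against the spread between samples, and all intervals reflect counting error in these 2 libraries alone.

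Depth was similar in the 2 libraries, at 16281133 reads for WT and 15412425 for Exon2KO, and a read was assigned to 21962 and 22101 loci. The 10 genes with the most reads took 12.8% of the WT reads and 12.5% of the Exon2KO reads. In both libraries the first 2 of these were the immunoglobulin genes Igkc (447269 reads in WT and 400030 in Exon2KO) and Igha (408840 and 334179). Immunoglobulin genes together held 6.49% of the reads in WT (95% Wilson interval 6.48 to 6.51) and 5.93% in Exon2KO (5.91 to 5.94). Jchain, a plasma cell gene, held 0.738% of the reads in each library. T cell receptor genes held 0.248% (0.246 to 0.251) and 0.213% (0.210 to 0.215). Protein-coding mitochondrial genes held a larger share in Exon2KO, 0.903% (0.899 to 0.908), than in WT, 0.551% (0.547 to 0.554). The share of ribosomal protein genes was 3.11% (3.10 to 3.11) in WT and 3.15% (3.14 to 3.16) in Exon2KO. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 0 reads in both libraries, and Xist had 1348 reads in WT and 2101 in Exon2KO, for samples labelled female. Other loci placed on the Y chromosome brought its total to 813 reads in WT and 1184 in Exon2KO, most of them in 1 unnamed locus outside Ensembl (598 and 888 reads) and in Gm47283 (108 and 207).

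Foxp3 (ENSMUSG00000039521, chromosome X, 7579676 to 7595243 on the plus strand, GRCm38) carries the deletion. It had 6991 reads in the WT library and 20946 in the Exon2KO library, or 445 and 1310 CPM (counts relative to the scaled library size). The log2 ratio was 1.56 (95% interval 1.52 to 1.60), a 2.94-fold higher level in the Exon2KO library, and the gene was called by the exact binomial test. A count over the whole gene need not fall when 1 exon is deleted, so this value does not test the genotype label. Flicr overlaps the start of Foxp3, Ccdc22 overlaps its end on the minus strand and Gm36995 runs antisense across it. Reads in shared sequence are therefore uncertain. The authors' deposited table gives a log2 fold change of 1.56 for Foxp3 with an adjusted p-value of 0.00773. With an assumed BCV of 0.4, edgeR's exact test gave an adjusted p-value of 0.947 for Foxp3, against 0.00598 with an assumed BCV of 0.2.

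Over the 17363 genes tested, 1251 were called higher and 1148 lower in the Exon2KO library, 2399 in all, of which 1576 were protein-coding and 189 were loci outside Ensembl that the authors added. The log2 ratio had a median of 0.0035 and an interquartile range of -0.33 to 0.35. Across genes, which are not independent replicates, the scaled counts of the 2 libraries had a Spearman correlation of 0.951. An adjusted p-value below 0.05 without regard to fold was found for 7173 genes. Allowing for a spread between samples moved these counts most: with an assumed BCV of 0.4, edgeR's exact test left 86 genes higher and 78 lower. The number called by the binomial test, 2399, was smaller than the median of 3675 calls in simulated unchanged pairs with that spread, and larger than the median of 481 calls with a BCV of 0.2. The authors' deposited table holds 1029 genes with an adjusted p-value below 0.05, 532 higher and 497 lower, and all 1029 were also called by the binomial test. That overlap is not independent evidence, since the deposited p-values match a stricter test, with a BCV of 0.2, of the same counts.

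**Figure D1:**
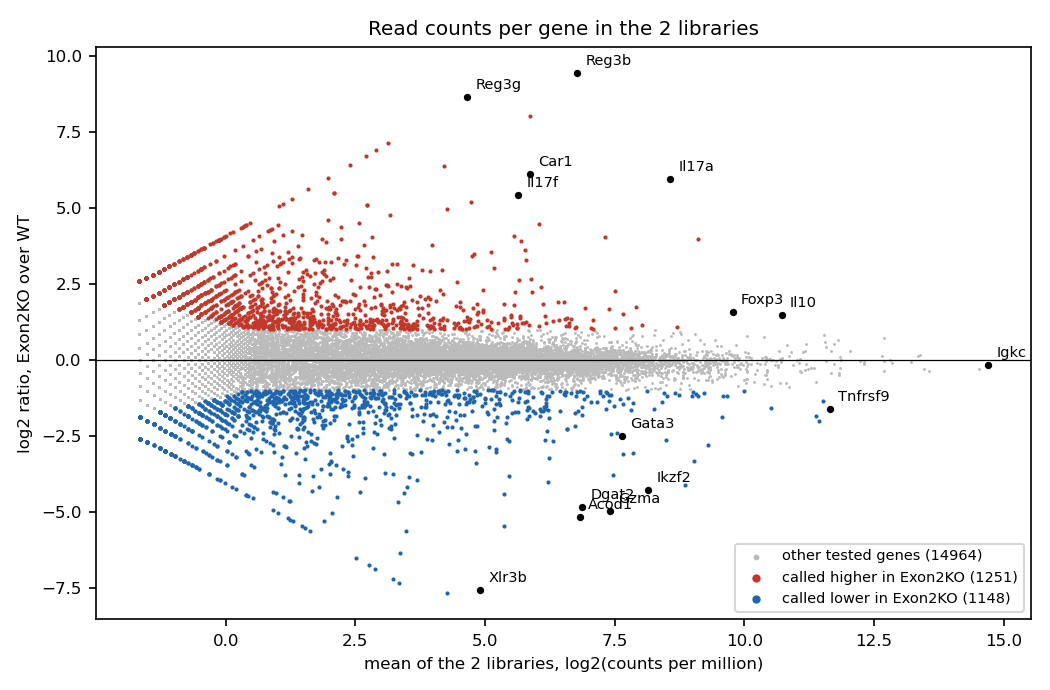
Log2 ratio of Exon2KO over WT (vertical axis) against the mean level of the 2 libraries in log2 CPM (horizontal axis), 1 point per tested gene. Red points are the 1251 genes called higher in Exon2KO and blue points the 1148 called lower by the exact binomial test, with named genes in black; the fitted ratios of genes with 3 reads or fewer in 1 library, such as Reg3b, Reg3g and Xlr3b, depend on the prior count.

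Of the 566 called genes that met the naming rule, the highest ratios belonged to 8 genes, of which 7 are given here, most of them with few or no reads in the WT library. Reg3b (ENSMUSG00000071356, chromosome 6, 78370657 to 78373466), which encodes an antimicrobial lectin, went from 3 reads in WT to 3511 in Exon2KO, and the lower 95% limit of its log2 ratio was 8.62. Reg3g, a gene of the same family, had 0 and 805 reads, 263-fold higher when computed against 3 reads. The WT library had 0 reads of Gsdmc4, Tmeff2, Fabp2 and Hsd3b3, against 280, 237, 169 and 126 in Exon2KO. Computed against 3 reads, these 4 genes were 91.6-fold, 77.5-fold, 55.3-fold and 41.2-fold higher. Car1 rose from 24 to 1830 reads, a log2 ratio of 6.11 (5.65 to 6.87). Reg3b and Reg3g, and Gsdmc4 with other Gsdmc genes, are close paralogs, so the division of reads among them is uncertain.

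The lowest ratio belonged to Xlr3b (ENSMUSG00000073125, chromosome X, 73192207 to 73202930), with 942 reads in WT and 3 in Exon2KO, and the 95% limit of its log2 ratio nearer to 0 was -6.77. Xlr3b has near-identical copies on the X chromosome, so its count is uncertain. Ednrb had 231 and 0 reads, 78.4-fold lower when computed against 3 reads, and Fam160a1 had 127 and 2 reads, with a limit of -4.13. The log2 ratio was -5.18 (-5.51 to -4.91) for Acod1, -4.98 (-5.23 to -4.78) for Gzma, -4.85 (-5.14 to -4.61) for Dgat2, -4.54 (-7.00 to -3.71) for Eml1 and -4.41 (-4.87 to -4.08) for Tmem158.

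Of the 18 gene lists fixed before the data were examined, 16 had enough tested members for a percentile, and 12 of these lay outside 95% of random lists of matched expression. The list of 20 genes typical of Treg cells had a median log2 ratio of -1.26, at percentile 0.0, with 11 genes called lower and 1, Foxp3, called higher; 12 calls were also obtained when adjusted over the list alone. Its members did not move together. Ikzf2, which encodes Helios (ENSMUSG00000025997, chromosome 1, 69531214 to 69687245), fell from 8476 to 440 reads, a log2 ratio of -4.29 (-4.44 to -4.16). The receptor genes Tnfrsf9, Tnfrsf18 and Tnfrsf4, with 76314, 34363 and 66016 reads in the WT library, had log2 ratios of -1.62, -1.59 and -1.37. By contrast, Ctla4 rose from 79358 to 132229 reads (0.71, 0.70 to 0.72) and Icos from 41004 to 56225 (0.43, 0.41 to 0.45), both short of the 2-fold threshold, and Il2ra was at -0.35 (-0.43 to -0.27).

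Genes tied to subsets of colonic Treg cells moved apart. The log2 ratios of Il23r, Il10, Ccr6 and Maf were 1.81 (1.64 to 2.00), 1.46 (1.43 to 1.48), 1.04 (0.94 to 1.13) and 1.03 (0.96 to 1.10). Cxcr3 went the other way, at -1.69 (-1.82 to -1.57). A population of colonic Treg cells is marked by GATA3 and Helios. All 12 genes of the GATA3 and Helios type were lower in the Exon2KO library, with a median of -2.03 at percentile 0.0 and 9 calls (9 when adjusted over the list alone). Gata3 (ENSMUSG00000015619, chromosome 2, 9857078 to 9890034) fell from 5347 to 954 reads, at -2.51 (-2.61 to -2.41), Il1rl1 was at -3.09 (-3.21 to -2.98), Klrg1 at -3.08 (-3.19 to -2.98) and Areg at -0.78 (-0.82 to -0.75). The lists share members with others: 4 of the Treg genes and 5 of the GATA3 and Helios-type genes are in another list. With an assumed BCV of 0.4 in edgeR's exact test, most calls in both lists were lost. Gata3, Il1rl1 and Klrg1 lost theirs, as did Il23r, Il10, Ccr6, Maf and Cxcr3, while Ikzf2 and Dgat2 kept theirs.

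Cytokine genes differed in both directions. Il17a (ENSMUSG00000025929, chromosome 1, 20730905 to 20734496) had 190 reads in WT and 12014 in Exon2KO, a log2 ratio of 5.94 (5.75 to 6.17), and Il17f had 34 and 1551 reads, at 5.41 (5.0 to 6.02). Il22 was at 2.5 (2.09 to 3.04), while Csf2 was lower, at -1.98 (-2.80 to -1.40). For Ifng, with 91 and 85 reads, a difference was not detectable at this depth (-0.12, -0.57 to 0.32). The 12 tested members of this list had a median of 1.19 at percentile 100, or 1.04 with the 3 members at or under 3 reads in 1 library computed against 3 reads. There were 6 calls over all genes tested and 7 when adjusted over the list alone.

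**Figure D2:**
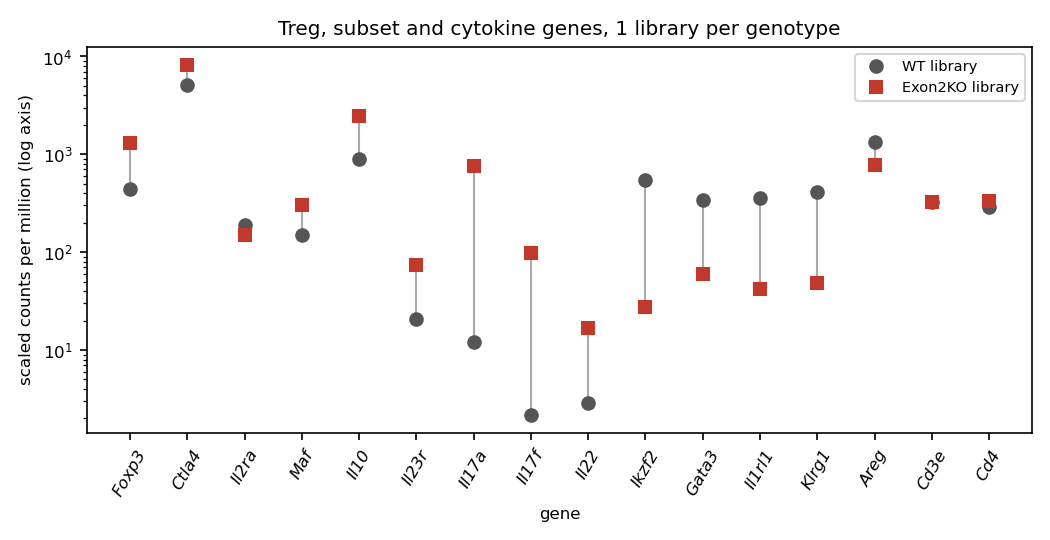
Scaled CPM (log axis) of Treg, subset, cytokine and T cell genes in the WT library (grey circles) and the Exon2KO library (red squares), 1 library each, with lines joining the pair of values of a gene. Il17a went from 12.1 to 751 and Ikzf2 from 540 to 27.5, while Cd3e stayed at 328 and 329.

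Among the other T cell lists, the median was -0.46 (percentile 0.16, 1 called higher and 1 lower) for T helper lineage factors and -0.72 (0.0, 4 called lower) for naive and central memory genes. It was -0.61 (0.03, 1 called higher and 4 lower) for follicular T cell genes and -0.44 (0.04, 3 called lower) for interferon response genes. In the follicular list Pdcd1, which encodes PD-1, fell from 17272 to 2520 reads, at -2.80 (-2.86 to -2.74). All 16 proliferation genes had a ratio below 0, with a median of -0.32 (percentile 0.57) and 0 calls. That direction is relative to TMM scaling. Total counts alone raise log2 ratios by up to 0.106, and by less for genes with few reads in a library. Immediate early and heat shock genes (-0.21, percentile 7.45, 1 called lower) and T cell identity genes (-0.21, percentile 12.3, 1 called lower) lay within the random lists. Cd3e was at 0.00 (-0.05 to 0.06) and Cd4 at 0.20 (0.14 to 0.26).

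For cell types other than CD4 T cells, the list of CD8 and cytotoxic cell genes had a median of -1.13 (percentile 0.02, 1 called higher and 5 lower). Its most abundant gene, Gzma, had 5153 reads in WT. Cd8a had only 23 reads in WT and 6 in Exon2KO, and Cd8b1 had 138 and 91. With so few reads of the CD8 genes, the list does not show whether the number of CD8 cells differed. The B and plasma cell list had a median of -0.34 (0.44, 1 called higher and 3 lower), in which Ighm fell from 4561 to 857 reads (-2.44, -2.55 to -2.33). Myeloid (-0.33, percentile 2.84, 1 called lower) and stromal genes (0.22, percentile 84.2, 2 called higher) lay within the random lists. The epithelial list had a median of 2.79 at percentile 100, with 13 of 17 genes called higher and 0 lower. Krt8 and Krt19 were at 3.28 (3.06 to 3.54) and 4.08 (3.79 to 4.46), while Epcam, with 782 and 609 reads, was at -0.39 (-0.54 to -0.23) and Muc2 at -0.93 (-1.82 to -0.20). Epithelial list genes held 0.0101% of the WT reads and 0.0812% of the Exon2KO reads. The lists of red blood cell genes and sex-linked genes had 2 members and 1 member with enough reads, too few for a percentile.

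**Figure D3:**
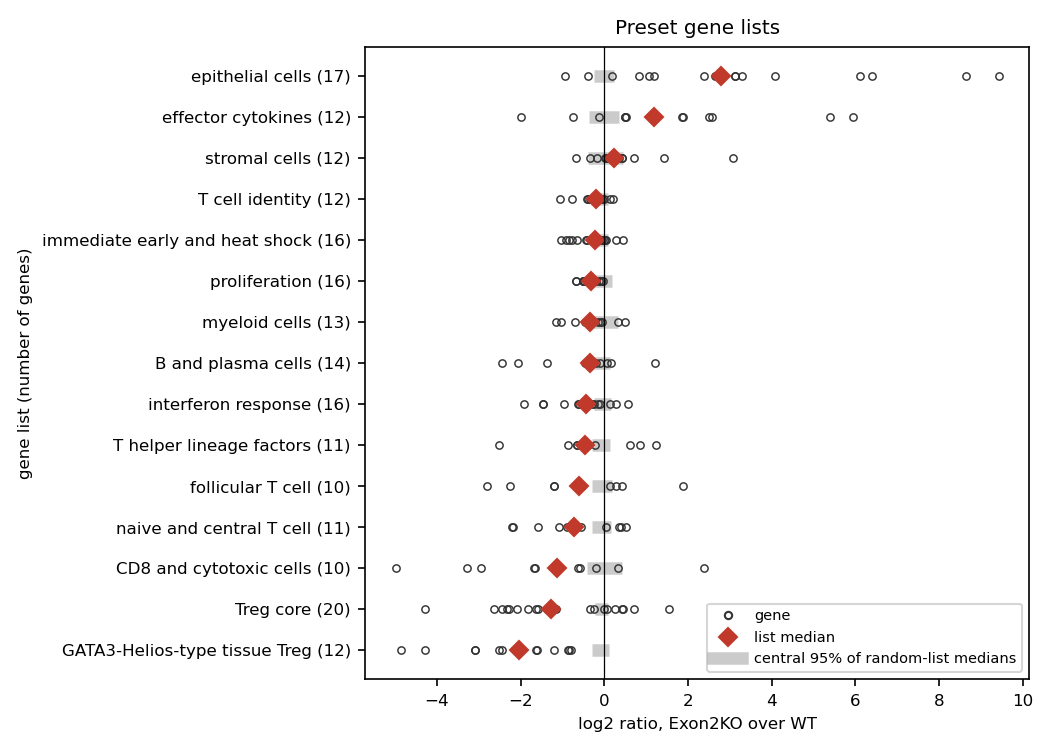
Log2 ratio of Exon2KO over WT (horizontal axis) for the members of 15 gene lists (vertical axis, number of genes in brackets), with open circles for genes, red diamonds for list medians and grey bars for the central 95% of medians of 10000 random lists. The epithelial list has the highest median, 2.79, and the GATA3 and Helios-type list the lowest, -2.03; members at or under 3 reads in 1 library are drawn at fitted values that depend on the prior count.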

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

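The correction for GC content and length and the assumed spreads for single genes were chosen after the data were seen. The scalings by DESeq2 size factors, upper quartile, or TMM without immunoglobulin, mitochondrial and haemoglobin genes, and the removal of the read filter, left both counts of called genes within 1.5 times of 1251 higher and 1148 lower, as did the GC and length correction (1242 and 1140). Total counts gave 1481 higher and 983 lower, so 60.1% of calls were higher against 52.2% with TMM. That scaling moved the median log2 ratio of all tested genes from 0.0035 to 0.1085.

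A minimum of 50 reads over both libraries left 649 genes higher and 685 lower, because it tested 12730 genes. A fold threshold of 4 left 499 and 408, and a threshold of 1.5 gave 1828 and 1847, as the thresholds themselves imply. Protein-coding genes alone gave 791 higher and 796 lower, since 12853 genes were tested. Assuming a BCV of 0.2 in edgeR's exact test left 579 higher and 536 lower, all of them among the genes called by the binomial test. Assuming 0.4 left 86 and 78, again all among those genes, as a stricter test of the same counts with the same fold threshold implies. The counts thus depended most on the spread between samples, which 1 library per group cannot measure. Within the Treg, GATA3 and Helios-type, cytokine and epithelial lists, most calls were also lost with an assumed BCV of 0.4. Pdcd1 lost its call too, while Il17a, Il17f, Ikzf2 and Reg3b kept theirs.

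The Foxp3 log2 ratio was recomputed under the scalings, prior counts, assumed spreads and GC and length correction, and kept its direction under all of them. Among these it lost its call with an assumed BCV of 0.4, at the same ratio of 1.56. Its 2.94-fold ratio also lies below the fold threshold of 4. Of 78 other genes whose ratios were recomputed, 7 lost their call with an assumed BCV of 0.2 and 34 with 0.4. The 78 include genes that were never called, such as Ctla4, Icos and Cd3e, and these could not lose a call. The calls lost are therefore a larger share of the called genes than of the 78. With total counts 1 gene (Cd5) lost its call, and Jchain changed sign, from -0.11 to 0.0005. Its ratio moved by the shift of that scaling, 0.106. The other scalings, the prior counts and the GC and length correction changed no direction and no call among these genes, which were not recomputed under the fold thresholds. Each of the 16 gene list medians kept its direction relative to random lists, and its place inside or outside 95% of them, under the prior counts, read minimum, bins and GC and length correction. The same held under the scalings, but these shift all genes by nearly the same amount. Lists and random lists move together, so the scalings could not test these places.

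As a share of protein-coding reads only, mitochondrial protein-coding genes held 0.611% in WT and 1.00% in Exon2KO, and ribosomal protein genes 3.45% and 3.502%, as the smaller total implies. Depth limits the genes with 3 reads or fewer in 1 library to folds computed against 3 reads or to limits. No paired analysis was possible because each group has 1 library, which also rules out leaving out a library or regrouping them.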

Other observations

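The tests of Foxp3-negative T cells, mucosal debris, subset loss, Treg share, continued transcription and neighbourhood activation were chosen only after the result was seen. The others were written before their own values were seen, though after the pattern they concern. Among them, the tests of gamma-delta T cells and of reads from neighbouring genes were at one point changed after their values were seen. Both were then set back to the tests first planned. Genotype and every other difference between the mice used coincide in these 2 libraries, so the genotype stays an open and untested explanation for each pattern below.

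Il17a and Il17f were the cytokine genes with the highest ratios, and several explanations other than expression per Treg cell were examined. Gamma-delta T cells could be a source, since the separate list of their genes had a median of 1.94 (percentile 100 among random lists, or 2.07 with members at or under 3 reads in 1 library computed against 3 reads). In that list Tcrg-C1 rose from 123 to 1034 reads and Cd163l1 from 4 to 56. Trdc, the constant gene of the delta chain, had 14 and 13 reads (log2 ratio -0.12, -1.34 to 1.06) and Trdv4 had 15 and 1. These counts were looked at after the list median, and they are near the floor, so the contribution of such cells cannot be told apart from Il17a made by Treg cells. Foxp3-negative T cells may also have entered the Exon2KO sort. Foxp3 exceeded the T cell identity list by 1.76, which speaks against them, but the Treg list fell, and an unknown rise of Foxp3 per cell keeps this open.

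The fall of the GATA3 and Helios-type genes was not removed by correcting for GC content and length, after which the list median was -2.03. A larger share of Foxp3-negative T cells might lower these genes too, and stays open as for Il17a. Loss of 1 Treg subset as a whole and lower expression per cell cannot be told apart. The members differed by 4.07 on the log2 scale between the lowest (Dgat2) and the highest (Areg), and bulk counts do not show how much of each gene came from other cells.

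Epithelial transcripts were higher in the Exon2KO library, and absorptive epithelial cells or their RNA are a candidate source. A separate list of absorptive colon genes had a median of 2.49 (2.24 when computed against 3 reads as above), and 15 of its 16 tested members were higher. A higher share of all mucosal debris alike is argued against by the stromal, myeloid, B and plasma cell and goblet lists, whose highest median was 0.22; the goblet list was at -0.24 (percentile 16.5), with members that went both ways. Some genes of other cells did rise: 9 of the 12 stromal members were higher, with Cdh5 going from 0 to 15 reads and Lum from 6 to 20, and the red blood cell gene Hba-a1 went from 1 to 30. An uneven rise of debris stays open. The correction for GC content and length left the epithelial median at 2.80. Single genes were mixed. Epcam (-0.39) and Muc2 (-0.93) did not rise, whereas the secretory genes Zg16 (1.67, 1.20 to 2.25) and Agr2 (0.83, 0.49 to 1.19) did. Of the 7 tested goblet list genes, 2 were higher and 5 lower, with the lowest ratio for Spink4 (-2.88, -4.57 to -2.07). Epcam had 782 reads in WT against 160 for Krt8, a level that could hide a small added share, so which epithelial cells contributed stays open. The most abundant of the risen genes, Reg3b, reached 3511 reads of 15412425. Whether inflammation in the Exon2KO colon changed these genes within the epithelium was not tested.

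The higher Foxp3 count was not explained by GC content and length, after which the ratio was 1.62. A larger share of Treg cells as the whole cause would raise the other Treg genes by as much. Without Foxp3 the median of that list was -1.37. Its members went both ways, among them Icos at 0.43 and Il2rb at 0.44, and the highest of them, Ctla4, was at 0.71 (0.70 to 0.72). A smaller contribution of Treg share stays open. Reads that belong to neighbouring genes could have been counted as Foxp3. The genes within 50 kb went with this in direction, since all 6 that were tested were higher. Syp was at 1.74, Cacna1f at 1.37, Gm36995 at 1.28, Ccdc22 at 0.79, Flicr at 0.40 and Ppp1r3f at 0.35. Together they held 1172 reads in WT and 1880 in Exon2KO, few beside the Foxp3 gain of 13955 reads, which makes them an improbable source of the whole rise. Reads counted for the wrong gene are missing from their own, however, so these totals set no strict limit, and the part that neighbours contributed cannot be told apart in these counts. More Foxp3 mRNA per cell, through transcription or stability, remains a hypothesis that was not tested.

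Syp (80 and 276 reads) and Cacna1f (92 and 246 reads) lie 43.2 and 11.8 kb downstream of Foxp3 on the same strand and were singled out after their values were seen. Activation of the whole neighbourhood may be involved. The upstream genes rose by less, with 0.40 (0.22 to 0.59) for Flicr and 0.35 (0.19 to 0.52) for Ppp1r3f, but both intervals lie above 0. Gm36995, which runs antisense across Foxp3 and the upstream region, was at 1.28 with 21 and 55 reads, and its reads are uncertain where the genes overlap. Activation of unequal size across the neighbourhood therefore stays open. Transcription that continues past the end of Foxp3 may contribute. The 7 tested genes 50 to 200 kb downstream had a median of 0.04 and a highest ratio of 0.43. This was read from values already seen, so such transcription cannot be told apart from separate regulation of the 2 genes. Near the edited locus, sequence from another mouse strain could also alter counts. Within 10 Mb of Foxp3, 15 of 69 tested genes were called (21.7%, against 13.8% elsewhere), at percentile 91.4 among 15897 runs of as many neighbouring genes, below the limit of 95% set in advance. The strain is not given in the labels, and passenger sequence cannot be told apart from an effect of the allele here.

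The use of T cell receptor beta V segments differed between the libraries. Trbv3 held 6.83% of the Trbv reads in WT (308 reads) and 15.8% in Exon2KO (541 reads), and Trbv12-2 held 12.1% (544 reads) and 6.75% (231 reads). No explanation was tested.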
